A study of Homo sapiens with 40 samples. Its data were reported in "Senescence of human pancreatic beta cells enhances functional maturation through chromatin reorganization and promotes interferon responsiveness" (2024).

How the data were processed

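Chromatin immunoprecipitation followed by sequencing (ChIP-seq) had been carried out on EndoC-βH3 cells, a human pancreatic beta-cell line that carries an excisable immortalizing transgene. Senescence had been induced by treating the cells with 4-hydroxytamoxifen, which activates the recombinase they carry, and cells without it served as the non-senescent state. The libraries were grouped by antibody and state from the labels. H3K27ac, a histone mark of active promoters and enhancers, and CTCF, a DNA-binding protein that organizes chromatin loops, were each measured in 3 non-senescent and 3 senescent libraries. H3K4me1, a mark of enhancers, and the retinoblastoma protein Rb were each measured in 2 and 2 libraries, and every immunoprecipitated library had its own input library, 40 libraries in all.

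Per the study's methods, the authors trimmed the reads with Trim Galore, aligned them to hg38 with Bowtie2 and removed duplicates with Picard (H3K27ac and H3K4me1) or samtools (Rb). The authors called H3K27ac and H3K4me1 peaks with HOMER and CTCF peaks with MACS2, in each case against input, and called senescence-specific Rb peaks with MACS2 using the non-senescent libraries as control. The threshold for CTCF peaks was on adjusted p-values, and that for Rb peaks was on p-values not adjusted for multiple tests. The versions of these tools and the way replicates were combined into peak lists were not stated. The authors then compared raw read counts in peaks between the 2 states with DESeq2. The deposited values are the result of that comparison, in 2 tables, and 3 lists of regions. In both tables, the authors' mean signal is the mean over libraries of read counts divided by DESeq2 size factors. The deposited log2 fold change and its standard error are on the log2 scale, senescent over non-senescent. The Wald score deposited with them equals the log2 fold change divided by its standard error in every row. The deposited p-value and the Benjamini-Hochberg adjusted p-value are the authors', and an adjusted p-value was missing for 11972 of the 51457 CTCF peaks, which stayed uncalled. The deposited region lists hold positions alone and no other values. Per the study's methods, CTCF peaks were filtered for a CTCF motif before the test. A CTCF core motif with at most 1 mismatch was found in 70.6% of the peaks in the deposited table and in 24.8% of regions shifted by 10 kb. At the study's thresholds the table also gave more changed peaks than the study reported for loci with the motif. It may therefore hold peaks from before the filter, but the study's own motif scan was not repeated, so this stays open.

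The tables hold no values per library. A test on raw counts had been planned for the case that counts were given. In its place, thresholds were applied to the authors' deposited fold changes and adjusted p-values, and no model was refitted. The total count per library is therefore not given by the tables. As a measure of depth, the mean normalized counts summed over peaks came to 19239499 for H3K27ac and 6136424 for CTCF. Both sums are higher than the number of paired-end reads that the study gives as obtained per library, so that number was not used as the depth. The standard error of each deposited log2 fold change carries the spread between the 3 and 3 libraries as the model estimated it. Size factors set the typical peak to no change, so a genome-wide rise or fall of a mark cannot be seen in these values.

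A peak was called gained or lost at an adjusted p-value under 0.05 (H3K27ac) or 0.2 (CTCF) and a fold change above 1.5, the study's thresholds. Promoters were windows of 2 kb on either side of the start sites of protein-coding transcripts in GENCODE 44. Peaks and regions were overlapped by at least 1 bp. All 24 chromosome names in the files were those of hg38, and 0 regions ended beyond their chromosome. Direction was compared between classes of changed peaks with Fisher's exact test, 2-sided. Medians were compared with 2-sided permutation tests over peaks, with 100000 resamples, and rank correlations across peaks likewise. The Rb list was compared with 1000 random placements of its regions on the same chromosomes outside assembly gaps. Peaks and genes are not replicates, so these tests describe the peaks measured here. Intervals of shares are 95% Wilson intervals and cover counting error only.

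The 8 gene lists are signatures that the study used, some of them taken from other sources. Of their 1193 entries, 1139 matched a protein-coding gene by symbol and 46 by an older symbol in the RefSeq gene table, and 8 matched none. Each gene was represented by its peak with the highest mean count, at its promoter or among enhancer peaks nearest to its start site. The median of a list was set against 10000 random lists of the same size matched on mean-count decile, and Benjamini-Hochberg adjustment was over the 24 list tests. For 2-sided p-values the smaller tail share was doubled. The loci named were the MKI67 and CDKN1A promoters and the enhancers nearest to MAFA and FOXO1 for H3K27ac, the E2F1 and ANK3 promoters and the region within 50 kb of INS for CTCF, and the 3 gained and 3 lost peaks of each antibody with the smallest adjusted p-values. This rule, the tests for a table without counts and most alternatives were fixed before the data were examined. Counts within a list were also taken with the deposited p-values adjusted over the list alone.

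Alternatives were other fold-change and adjusted p thresholds, low-count filters, other overlap rules and promoter windows, other summaries per gene, and a test against a fold change of 1.5 made from each log2 fold change and its standard error. Alternatives that use GC content, the CTCF motif, a test against a fold change of 1.5 or the start sites of all annotated genes were chosen after seeing the data. GC content was taken in the central 1 kb of each peak, and the GC trend of the CTCF log2 fold change was the interpolated median in 40 GC bins of CTCF peaks outside promoters, enhancers and H3K27ac peaks. Alpha satellite was sought with BLAST 2.17.0 at an E-value of 1.0e-05 against a 171-bp monomer consensus entered by hand, counting matches of at least 50 bp. The CTCF core motif was also entered by hand. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0. They were tested on simulated data. In 51489 simulated H3K27ac peaks and 39485 simulated CTCF peaks with the deposited standard errors, 100.0% and 98.0% of 200 peaks with a planted log2 change of 1 were called, with 13 and 39 unchanged peaks called. Changes were planted only in peaks at or above the median mean count of those simulated, which all had an adjusted p-value. The noise was drawn from the same standard errors that the test used, so the simulation did not check those errors. The shares called therefore do not cover peaks with few reads, where standard errors were larger. Of 200 lists without an effect, 8 had a p-value under 0.05.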

Results

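To describe how chromatin differs between senescent and non-senescent EndoC-βH3 beta-like cells, differential binding of H3K27ac and CTCF was examined over all peaks, at promoters and enhancers, and at the genes of 8 signatures. The authors' deposited tables held 51489 H3K27ac peaks and 51457 CTCF peaks, each compared between 3 senescent and 3 non-senescent libraries. The median peak was 1742 bp wide for H3K27ac and 849 bp for CTCF. Median normalized read counts per peak were 118.7 for H3K27ac and 58.6 for CTCF, and median standard errors of the log2 fold change were 0.19 and 0.29. The deposited tables do not give the depth of single libraries. Precision followed the counts. Among H3K27ac peaks split by mean count into 4 equal groups, the median standard error was 0.44 in the group with the fewest reads and 0.087 in the group with the most. For CTCF it was 0.62 and 0.15. Of the 12865 CTCF peaks in the group with the fewest reads, 11972 had no adjusted p in the deposited table and could not be called. With the deposited p-values adjusted over all CTCF peaks, 50 peaks of that group were gained and 388 lost.

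H3K27ac was gained at 4876 peaks and lost at 6767 peaks in senescent cells (authors' deposited table, adjusted p under 0.05 and fold change above 1.5), 22.6% of all peaks. The alternative that moved these counts most was a test against a fold change of 1.5, which left 971 gained and 1420 lost peaks. The promoters of a proliferation marker and of a cell-cycle inhibitor gave the direction of the scale. At the MKI67 promoter (hg38 chromosome 10, 128124837 to 128127400, covering its start site and an exon), the log2 fold change in the authors' deposited table was -2.29 with a standard error of 0.14 and an adjusted p of 1.10e-53. At the CDKN1A promoter (chromosome 6, 36675544 to 36680285, covering an exon), it was 2.501 with a standard error of 0.16 and an adjusted p of 5.09e-54.

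The question of whether promoters and enhancers changed alike was addressed by class. Of 14007 H3K27ac peaks at promoters, 635 were gained and 1374 were lost. Of 17156 peaks in the deposited enhancers of either state, 2414 were gained and 3293 were lost. Leaving aside the 1307 peaks that fell in both classes, 72.2% of the changed promoter peaks and 58.3% of the changed enhancer peaks were losses, an odds ratio of 1.86 (Fisher's exact test, 2-sided, p = 2.36e-25). The alternative that moved it most was a fold change above 2, with an odds ratio of 3.05. Stratified by deciles of GC content, the Mantel-Haenszel odds ratio was 1.19 (95% interval 1.03 to 1.38). Changed peaks made up 13.3% of promoter peaks and 34% of enhancer peaks outside the other class. The median log2 fold change was 0.030 in promoter peaks and -0.060 in enhancer peaks, with interquartile ranges from -0.23 to 0.23 and from -0.48 to 0.33.

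**Figure D1:**
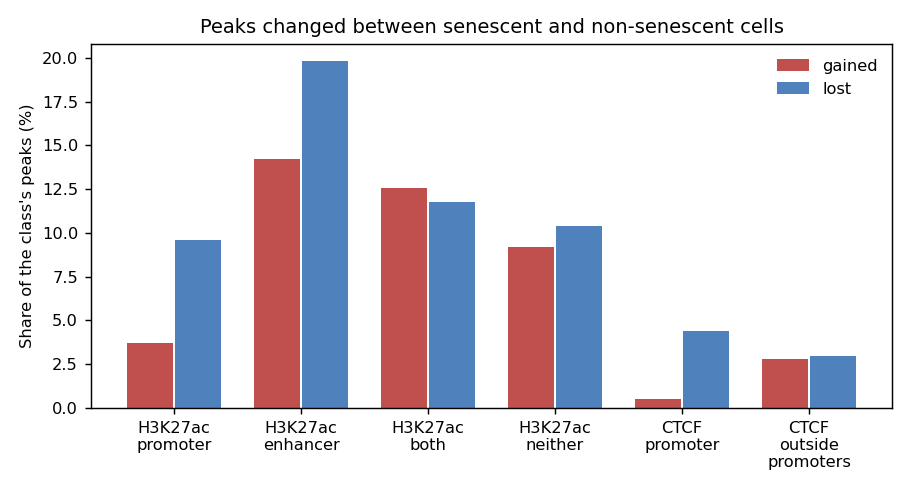
Share of peaks (%, vertical axis) gained (red) or lost (blue) in senescent cells, for H3K27ac peaks at promoters only, in enhancers only, in both or in neither, and for CTCF peaks at promoters or elsewhere. Losses exceeded gains at promoters for H3K27ac (1220 against 471 peaks) and for CTCF (489 against 54 peaks).

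The deposited lists held 14886 enhancers in non-senescent cells and 13076 in senescent cells. Of the first, 10515 (70.6%, 95% Wilson interval 69.9% to 71.4%) overlapped an enhancer of the other state, and of the second, 10396 did (79.5%, 78.8% to 80.2%). Under a reciprocal overlap of 90%, the shares fell to 14.4% and 16.4%, so the boundaries of shared enhancers differed between the lists. H3K27ac change followed list membership. Peaks in enhancers listed in senescent cells alone (2623 peaks) had a median log2 fold change of 0.54, and those in enhancers listed in non-senescent cells alone (4291 peaks) had a median of -0.53. The median was -0.0088 in 10232 peaks of shared enhancers. The differences from shared enhancers were 0.54 and -0.52 (permutation test over peaks, 2-sided, p = 1.0e-05 for each, the smallest the resamples can give). With at least 0.5 of the peak inside the enhancer, they were 0.58 and -0.59. Of the peaks in senescent-only enhancers, 1200 were gained and 55 were lost, and of those in non-senescent-only enhancers, 89 were gained and 1961 were lost. The lists and the fold changes come from the same H3K27ac libraries, so this comparison is not independent.

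Enhancers nearest to the beta-cell regulators MAFA and FOXO1 were examined next. In the authors' deposited table, 2 enhancer peaks lay nearest to MAFA, with log2 fold changes of 0.17 and 0.93. The second (chromosome 8, 143445032 to 143447791, in an intron of ZC3H3 and 15680 bp from the MAFA start site) had a standard error of 0.16 and an adjusted p of 1.67e-07 and passed the threshold. Nearest to FOXO1 lay 3 enhancer peaks, of which 2 were gained, and the log2 fold changes of the 3 ran from 0.45 to 0.84. The 3 peaks were 52145, 130984 and 324450 bp from the FOXO1 start site and were linked to it by distance alone. The peak with the highest log2 fold change (chromosome 13, 40533410 to 40537903, intergenic) had a standard error of 0.13 and an adjusted p of 8.25e-10 in the authors' deposited table.

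The H3K27ac peaks with the smallest adjusted p-values all overlapped listed enhancers. In the authors' deposited table, the 3 gained peaks lay on chromosome 11 at 33930424 to 33939487 (intergenic, 42880 bp from the LMO2 start site), on chromosome 19 at 45061141 to 45073380 (over CLASRP and ZNF296) and on chromosome 2 at 232321760 to 232327063 (in an intron of DIS3L2). Their log2 fold changes were 1.66, 1.67 and 1.55, with standard errors of 0.069, 0.071 and 0.073. The 3 lost peaks lay on chromosome 17 at 8053333 to 8066939 (intergenic, 19767 bp from the ALOX12B start site), on chromosome 20 at 59117792 to 59128010 (at the ZNF831 start site) and on chromosome 22 at 47560725 to 47579070 (intergenic, 795971 bp from the nearest start site, that of TBC1D22A). Their log2 fold changes in the authors' deposited table were -1.93, -1.80 and -1.30, with standard errors of 0.060, 0.063 and 0.064.

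Gene signatures were compared with random lists of promoter peaks matched on mean count, as 24 tests over 8 lists. At promoters, cell cycle genes had a median H3K27ac log2 fold change of -0.65 over 92 genes, of which 53 were lost and 0 gained. E2F targets, which share 45 genes with the cell cycle list, had a median of -0.33 over 193 genes, of which 61 were lost and 2 gained. Interferon-stimulated genes had a median of -0.10 over 219 genes (35 lost, 8 gained). Adjusted over the list alone, 53 cell cycle genes, 61 E2F targets and 36 interferon-stimulated genes were lost. All 10000 random lists had medians above those of these 3 lists (permutation p = 2.0e-04, the smallest the draws can give, adjusted p = 0.0016). The p53 pathway list stood at the other end, with a median of 0.12 over 153 genes against 0.050 in random lists (adjusted p = 0.030). Beta cell maturity genes had a median of -0.0088 over 68 genes, below the random median of 0.076 (adjusted p = 0.044). These last differences did not pass the threshold when all peaks of a gene were averaged. Over the alternatives, the adjusted p ran from 0.030 to 0.18 for the p53 pathway and from 0.047 to 0.29 for beta cell maturity. Of the p53 pathway genes, 13 were gained and 10 lost, and of the beta cell maturity genes, 2 and 3, the same numbers as when adjusted over the list alone. Insulin secretion, SASP (senescence-associated secretory phenotype) and MHC-I antigen presentation lists had medians of 0.059, 0.0046 and -0.014, inside the range of random lists, and the last rested on 5 genes.

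At enhancers, none of the 8 lists passed an adjusted p of 0.05. Unadjusted p-values were under 0.05 for SASP genes (median -0.31 over 20 genes, permutation p = 0.047, adjusted p = 0.11) and for interferon-stimulated genes (median -0.12 over 127 genes, permutation p = 0.028, adjusted p = 0.074). The medians were -0.16 for E2F targets, -0.13 for cell cycle genes, -0.081 for beta cell maturity genes, -0.046 for the p53 pathway, 0.083 for insulin secretion and 0.31 for MHC-I antigen presentation, which had 2 genes. Single genes did not all follow the medians, with 16 interferon-stimulated genes gained and 13 lost, 11 and 9 of the E2F targets, 4 and 6 of the cell cycle genes, and 4 and 5 of the beta cell maturity genes. Of the p53 pathway genes 12 were gained and 24 lost, of insulin secretion genes 11 and 9, of SASP genes 2 and 8, and of MHC-I antigen presentation genes 1 and 0. Adjusted over the list alone, these counts were the same. They cover only the enhancer peak with the highest mean count of each gene, so a change at another enhancer peak is missed. Nearest to MAFA and FOXO1, the peaks with the highest mean counts (2011 and 2509) were not called, while peaks with fewer counts were gained.

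**Figure D2:**
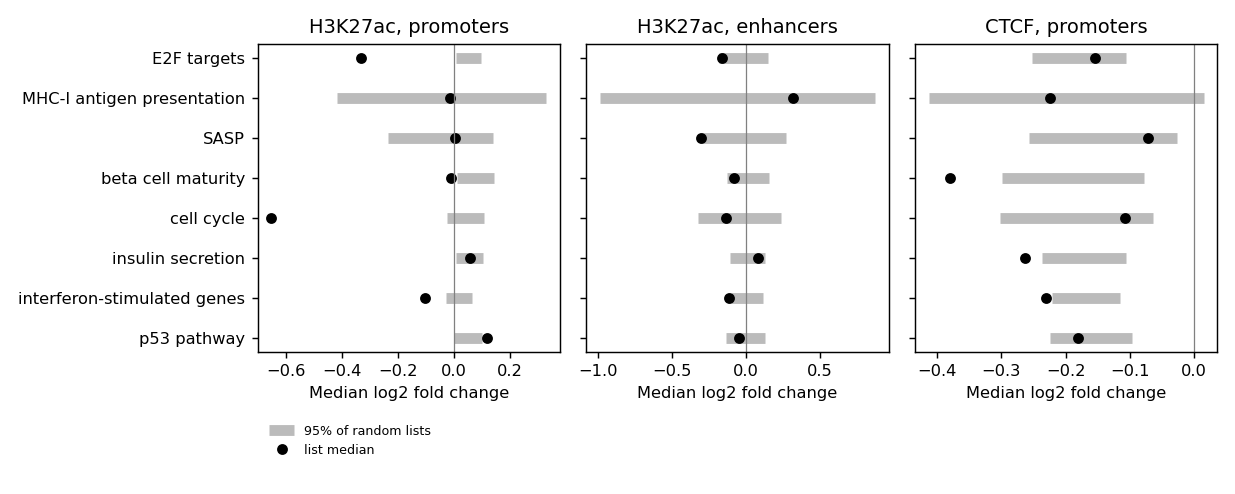
Median log2 fold change (horizontal axes, senescent over non-senescent) of 8 gene lists (rows) for H3K27ac at promoters, H3K27ac at enhancers and CTCF at promoters. Black points are list medians and grey bars span the central 95% of 10000 random lists. Cell cycle genes (-0.65) and E2F targets (-0.33) lie left of their bars for H3K27ac at promoters, and beta cell maturity genes (-0.38) lie left of theirs for CTCF.

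Rb binding was examined because Rb represses proliferation genes. The deposited list held 2435 senescence-specific Rb regions with a median width of 249 bp. Of these, 282 (11.6%, 95% Wilson interval 10.4% to 12.9%) fell in a promoter window, against 5.22% on average in 1000 random placements (permutation p = 0.0020, the smallest the placements can give). With a 1 kb window, the shares were 11.1% and 3.03%. They lay at the start sites of 308 genes. None of these 282 matched alpha satellite, the repeat of centromeres, as 958 regions elsewhere in the list did. The list overlapped 6 E2F targets where 3.05 were expected and 4 cell cycle genes where 1.44 were expected (Fisher's exact test, p = 0.13 and 0.056, adjusted over the 8 lists 0.53 and 0.45), so no excess was detectable. The other lists held from 0 to 7 genes with an Rb region, with p-values from 0.38 to 1 in the same exact test. Since the study called the Rb regions at an unadjusted p-value, some may not hold Rb, which could hide an excess. The study also reported higher Rb signal near cell-cycle genes as an aggregate of reads, which a list of positions cannot show. H3K27ac peaks that overlapped an Rb region (356 peaks) had a median log2 fold change of 0.055, against a median of 0.058 in random sets matched on mean count (permutation test, 2-sided, p = 0.89). Of them, 6 were gained and 21 were lost. Restricted to promoters, the median was 0.059 against 0.086 in random sets (271 peaks, permutation p = 0.16).

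CTCF changed at fewer peaks than H3K27ac. In the authors' deposited table, 1180 CTCF peaks were gained and 1690 lost at an adjusted p under 0.2 and a fold change above 1.5, and 465 and 610 at an adjusted p under 0.05. The alternative that moved these counts most was the test against a fold change of 1.5, which left 0 gained and 13 lost peaks, with 61 and 352 at an unadjusted p under 0.05. Among the peaks with a CTCF core motif of at most 1 mismatch, 864 were gained and 1214 lost. Among peaks with a mean of at least 50 counts, gains exceeded losses, with 958 gained and 887 lost. Promoters held 543 (18.9%) of the changed peaks and 21.5% of all CTCF peaks. At promoters 489 peaks were lost and 54 gained, and elsewhere 1201 were lost and 1126 gained. The odds ratio for loss was 8.49 (Fisher's exact test, 2-sided, p = 1.40e-69). The CTCF log2 fold change fell with the GC content of the peak, from a median of 0.23 in the decile with the lowest GC content to -0.27 in the highest. Across peaks, which are not independent replicates, Spearman's rho with GC content was -0.34 for CTCF and -0.053 for H3K27ac. Stratification by GC decile, the alternative that moved the odds ratio for loss at promoters most, gave 1.80 (Mantel-Haenszel, 95% interval 1.24 to 2.60). After the GC trend of peaks outside promoters, enhancers and H3K27ac peaks was removed, 526 peaks were gained and 986 lost, of which 46 and 151 lay at promoters.

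**Figure D3:**
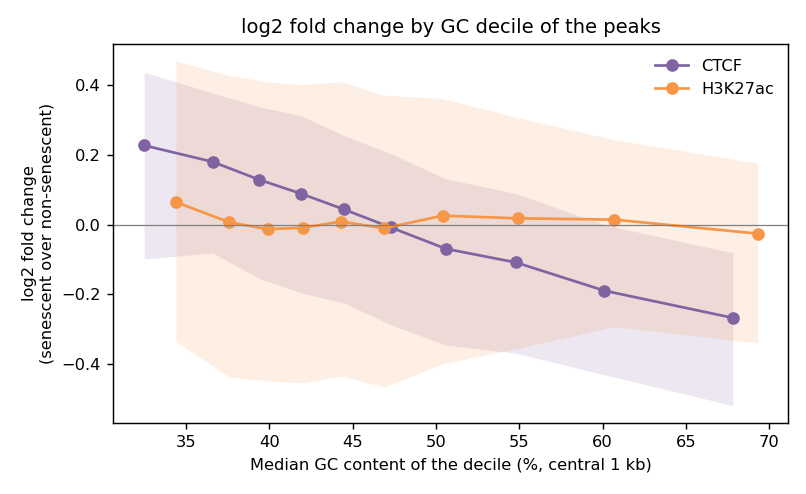
Median log2 fold change (vertical axis, senescent over non-senescent) of CTCF (purple) and H3K27ac (orange) peaks in deciles of GC content (horizontal axis, median % in the central 1 kb), with shading from the 25th to the 75th percentile of peaks. The CTCF medians fall from 0.23 to -0.27, and the H3K27ac medians lie between -0.026 and 0.064.

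Whether CTCF and H3K27ac changed together was asked across the 15647 CTCF peaks that overlapped an H3K27ac peak. Spearman's rho was 0.13 (permutation p = 1.0e-05, the smallest the resamples can give). Among the 612 of these whose CTCF binding was called changed, rho was 0.31, with the same permutation p, and 65.5% of the pairs had the same sign. Adjustment over these 2 relations leaves the p-values as they are. Pearson's r was 0.17 over all pairs and 0.38 over changed peaks. These correlations are across peaks, which are not independent replicates. A limit of 500 bp between peak centres gave rho of 0.17 and 0.45. The alternative that moved them most was restriction to promoters, with rho of 0.077 over 7680 pairs and 0.13 over 283 changed peaks (permutation p = 0.029 for the latter). Without the GC trend, rho was 0.13 over all pairs and 0.32 over changed peaks.

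The study linked CTCF loss at promoters to proliferation genes. In the list comparison, cell cycle genes had a median promoter CTCF log2 fold change of -0.11 over 44 genes, against -0.18 in matched random lists (permutation p = 0.22, adjusted p = 0.38), and 2 were gained and 2 lost, or 3 lost when adjusted over the list alone. E2F targets had a median of -0.15 against -0.18 (permutation p = 0.47), and 1 was gained and 5 were lost. Beta cell maturity genes had a median of -0.38 over 45 genes, below the random interval from -0.30 to -0.078 (permutation p = 0.0014, adjusted p = 0.0084), with 5 lost and 0 gained, and 7 lost when adjusted over the list alone. Removal of the GC trend gave a median of -0.23, and over the alternatives the adjusted p ran from 0.0060 to 0.021. Insulin secretion genes, which share 23 genes with that list, had a median of -0.26 over 123 genes (adjusted p = 0.030), which became -0.076 with the GC trend removed (adjusted p = 0.16, against 0.012 to 0.021 under the other alternatives). Of these, 1 was gained and 10 were lost, and 12 were lost when adjusted over the list alone. Interferon-stimulated genes (-0.23, adjusted p = 0.064), the p53 pathway (-0.18), MHC-I antigen presentation (-0.22) and SASP genes (-0.071) did not pass the threshold.

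At the named promoters, no CTCF peak was called changed. In the authors' deposited table, the larger E2F1 promoter peak (chromosome 20, 33686281 to 33686975, over the start site and an exon) had a log2 fold change of -0.50 with a standard error of 0.22 and an adjusted p of 0.19. The smaller E2F1 peak, at 8.56 mean counts, had a log2 fold change of -1.65 with a standard error of 0.75 and no adjusted p in the authors' deposited table. The ANK3 promoter peak (chromosome 10, 60732885 to 60734102, at a start site, overlapping no exon of the canonical transcript) had a log2 fold change of -0.57 with a standard error of 0.18 and an adjusted p of 0.045 in the authors' deposited table. After removal of the GC trend, the adjusted p-values were 0.71 at E2F1 and 0.43 at ANK3.

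Within 50 kb of INS (chromosome 11, 2159779 to 2161221), the authors' deposited table held 12 CTCF peaks, with log2 fold changes from -0.69 to 0.39. A single peak passed the threshold, at 2156153 to 2157215, in an intron of IGF2 and of the INS-IGF2 readthrough gene, with an exact core motif. Its log2 fold change in the authors' deposited table was -0.69 with a standard error of 0.16 and an adjusted p of 0.0032. Removal of the GC trend gave -0.47 with an adjusted p of 0.11, short of the fold-change threshold. The neighbouring peak at 2150970 to 2152811 had a log2 fold change of -0.53 in the authors' deposited table with an adjusted p of 0.0054, also short of that threshold.

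**Figure D4:**
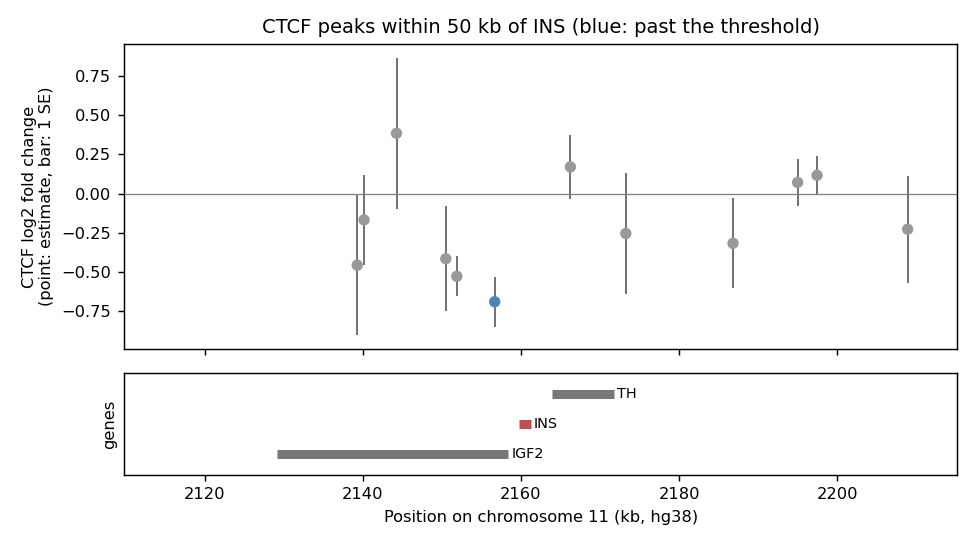
CTCF log2 fold change (vertical axis, senescent over non-senescent; points are estimates and bars 1 standard error) of the 12 CTCF peaks within 50 kb of INS, by position on chromosome 11 (horizontal axis, kb, hg38), above the IGF2, INS and TH genes. The blue point at -0.69 is the peak past the threshold.

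Of the 3 gained CTCF peaks with the smallest adjusted p-values in the authors' deposited table, 2 are described here. The peak left out had the smallest adjusted p and also the smallest log2 fold change of the 3. The 2 described lay on chromosome 3 at 167406639 to 167407929 (at the ZBBX start site) and on chromosome 17 at 40302257 to 40303934 (over an exon of CDC6). Their log2 fold changes were 1.43 and 1.08, with standard errors of 0.23 and 0.18. The 3 lost CTCF peaks with the smallest adjusted p-values all lay on the short arm of chromosome 21, outside protein-coding genes, at 8462687 to 8463019, 8446498 to 8447158 and 8203009 to 8206835. They were 22712, 6523 and 5737 bp from the nearest annotated ribosomal RNA gene, which was RNA5-8SN1 for the first 2 and RNA5-8SN2 for the last. Both annotated genes are short (RNA5-8SN1 runs from 8439823 to 8439975). The distances therefore do not show whether a peak lies in other parts of the ribosomal DNA. Their log2 fold changes in the authors' deposited table were -1.81, -1.58 and -0.99, with standard errors of 0.18, 0.17 and 0.11. Ribosomal RNA genes are repeated in the genome, so reads from other copies can be placed there.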

Values the study reported

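The study reported 14886 active enhancers in control cells and 13076 in senescent cells. It found 2458 enhancers with increased and 3470 with reduced H3K27ac binding. Of 13519 promoters, 940 lost activation marks and 232 changed to a more open and active state. CTCF binding was reduced at 1384 loci and increased at 834 loci with a CTCF motif. Promoters held 24% of the sites with changed CTCF binding.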

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

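No paired analysis was possible because the deposited tables hold no values per library. For the same reason, alternatives that need counts were not run. These were refits with 2 count models, other ways of scaling the libraries, the replicate number as a block, leaving out each replicate in turn, and other splits of the samples. The Rb list gives no score, so its higher-scoring part was not examined. The authors' deposited values, planned as an alternative, became the values reported. Alternatives that use GC content, the CTCF motif, a test against a fold change of 1.5 or the start sites of all annotated genes were chosen after seeing the data.

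Counts depended mainly on the fold-change threshold. For H3K27ac, 2013 gained and 2987 lost peaks had a fold change above 2, 9726 and 10467 passed without a fold-change threshold, and 971 and 1420 passed the test against 1.5-fold. For CTCF these counts were 183 and 702, 2669 and 2583, and 0 and 13 (61 and 352 at an unadjusted p under 0.05). CTCF counts also fell to 465 gained and 610 lost at an adjusted p under 0.05. At an adjusted p under 0.1, 1033 peaks were lost. Among CTCF peaks with a mean of at least 50 counts, 958 were gained and 887 lost, and with the GC trend removed 526 were gained and 986 lost. Of these, 460 and 891 were also called without the correction. At enhancers, a fold change above 2 left 842 gained and 1165 lost, and restriction to enhancers of both lists left 1125 and 1277, by construction on fewer peaks. At promoters, a fold change above 2 left 163 gained and 569 lost, and the start sites of all annotated genes gave 1360 and 2283, by construction on more peaks. Losses outnumbered gains in all of these except CTCF without a fold-change threshold and CTCF with a mean of at least 50 counts.

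The share of non-senescent enhancers found in the other list was 68.3% when the overlap covered at least 50.0% of the enhancer and 14.4% under a reciprocal overlap of 90%. For senescent enhancers the shares were 75.8% and 16.4%.

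The odds ratio of promoters against enhancers ran from 1.19 within GC deciles to 3.05 at a fold change above 2, and that of CTCF loss at promoters from 1.80 within GC deciles to 11.6 with a 1 kb window, always above 1 and past the threshold of their tests. The medians of state-specific enhancers, the Rb results and the correlations of CTCF with H3K27ac kept their direction and their side of the threshold under the alternatives run.

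Among gene lists, cell cycle genes, E2F targets and interferon-stimulated genes at promoters kept theirs. With all peaks of a gene averaged, the promoter H3K27ac medians of beta cell maturity genes (0.017) and the p53 pathway (0.098) no longer passed, with adjusted p-values over the alternatives from 0.047 to 0.29 and from 0.030 to 0.18. For insulin secretion genes, promoter CTCF no longer passed with the GC trend removed (-0.076, adjusted p over the alternatives from 0.012 to 0.16). Interferon-stimulated genes passed at enhancers when start sites were limited to 100 kb (-0.13, adjusted p = 0.044, against 0.19 with all peaks averaged). Under the same limit, insulin secretion genes rose to 0.15 at enhancers (adjusted p = 0.066, against 0.86 with all peaks averaged). Lists that were not past the threshold under either setting moved across the random median for SASP (-0.038) and insulin secretion (0.049) at promoters with a 1 kb window, for cell cycle (-0.013) and insulin secretion (-0.022) at enhancers with all peaks averaged, for E2F targets at enhancers within 100 kb (0.011) and for p53 pathway CTCF with the GC trend removed (0.011). The cause of these changes was not tested. Of the named CTCF peaks, 18 kept their direction and their side of the threshold with the GC trend removed, 1 near INS no longer passed, and 2 near INS that had not passed changed sign, to 0.093 and 0.023. Taking adjusted p and fold change together for these counts was decided after the results were seen. By adjusted p under 0.2 alone, the larger E2F1 peak (0.19 to 0.71) and the ANK3 peak (0.045 to 0.43) no longer passed. An INS peak (0.62 to 0.16) came to pass, and the lost INS peak (0.0032 to 0.11) still passed.

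Depth limits the CTCF results more than the H3K27ac results. When CTCF peaks were split by mean count into 4 equal groups, the lowest had a median of 12.1 counts, and 11972 of its 12865 peaks had no adjusted p. The excess of losses depended on depth, with 349 gained and 934 lost in the group above it, 753 and 581 in the next, and 72 and 132 in the highest. With all CTCF peaks adjusted together, 50 were gained and 388 lost in the lowest group.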

Other observations

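Except for the comparison of GC content at 2 scales, the copy number of chromosome 19 and H3K27ac at ribosomal DNA, the tests below were chosen only after the result was seen. Without values per library, it could not be counted how many other splits of the samples give as many changed peaks.

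The counts of promoters differed from the study's. Here 635 promoter peaks gained H3K27ac. That is higher than the value quoted from the study above, which required 3 marks to change together.

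CTCF loss at promoters followed GC content. The median log2 fold change of promoter peaks lay -0.21 from that of other peaks. With the GC trend of peaks outside promoters, enhancers and H3K27ac peaks removed, the difference was -0.024 (bootstrap 95% interval -0.032 to -0.017), 11.5% of its size. GC content is therefore a candidate explanation for most of the shift in medians. Low counts are not, since the difference was -0.19 among peaks with a mean of at least 100 counts (-0.20 to -0.18). A part remained among called peaks, where 151 promoter peaks were lost and 46 gained after the correction, and the odds ratio for loss was 1.89.

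The GC trend itself was present where no H3K27ac, enhancer or promoter was annotated, with a rank correlation of -0.26 over 32429 peaks and -0.45 over the 8713 of them with an exact core motif, which argues against a change limited to active chromatin. It was weak in H3K27ac peaks (-0.053), which argues against a GC shift of the same size in all senescent libraries. At promoters the correlation was -0.13 for H3K27ac and -0.30 for CTCF, so a weaker shift shared by both sets of libraries stays open there. The partial rank correlation was -0.24 with the GC content of the central 1 kb given that of the surrounding 100 kb, and -0.040 the other way round. This is consistent with an effect at the scale of the sequenced fragments, as a difference in amplification between CTCF libraries might leave, and it was the outcome predicted for that before the values were seen. A change of CTCF binding with local sequence would act at the same scale and stays open, and no values per library were at hand to see whether all 3 senescent libraries share the trend. The study's CTCF promoter result may be worth repeating with a GC-aware normalization, since the odds ratio for loss fell from 8.49 to 1.80 within GC deciles. The study also reported that CTCF changes went with changes of chromatin accessibility, measured by a separate assay. It further reported that promoters active in non-senescent cells lost CTCF preferentially. Neither observation was examined here.

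Promoters of beta cell maturity genes were an exception to this. Their CTCF median was -0.38. With the GC trend removed it was -0.23, outside the interval of random promoter lists corrected in the same way (-0.14 to 0.066), which argues against the fitted GC trend as the whole cause. Against those corrected random lists the permutation p was 0.0010 (adjusted p = 0.0060), which argues against a chance draw of promoters. Genes are not replicates, so this does not cover the spread between libraries. A lower CTCF occupancy at these promoters in senescent cells is a hypothesis that stays open. On the deposited values, before the GC trend was removed, 5 of the 45 genes passed the threshold singly. Cell cycle genes did not share the pattern. Whether the lists differ from each other was not tested.

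The Rb list was concentrated in few places and in a centromeric repeat. Bins of 1 Mb with at least 10 regions numbered 46 and held 40.8% of the list, and 958 regions (39.3%) matched an alpha satellite consensus, against 2.43% of 24350 random regions of the same widths on the same chromosomes. In the reference, the most frequent repeat offset around Rb regions was 171 bp, the length of that consensus. A best offset close to that length was found for only 218 Rb regions (8.95%), against 0.70% of random regions. Of the 958 matching regions, 203 had such an offset. Most of the matches therefore rest on the consensus alone, which was entered by hand. None of the 282 promoter regions matched. Random placement is argued against by these shares. More satellite DNA in every senescent library was not seen in CTCF. Its 48 peaks matching the consensus had a median log2 fold change of -1.60 (bootstrap interval -1.94 to -1.25, against -0.044 in random peaks matched on mean count). These peaks had a median of 6.25 counts, below the 5th percentile of CTCF peaks (8.05), so they do not exclude more satellite DNA. Of the 48, 38 had no adjusted p, 4 were lost and 0 gained by threshold. The fall was not limited to satellite. The 56 CTCF peaks that overlapped an Rb region outside promoters and satellite had a median of -0.51, against -0.026 in random peaks matched on mean count (permutation p = 2.0e-04, the smallest the draws can give), and its cause was not tested. Since the authors called these Rb peaks against non-senescent libraries and not against input, a satellite signal present in the Rb libraries alone could enter the list without Rb binding, and this was not tested, as the tables give no Rb counts. Rb binding at satellite DNA in senescent cells stays open as well.

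The lost CTCF peaks with the smallest adjusted p-values lay at ribosomal DNA. Within 50 kb of 5 annotated ribosomal RNA genes on chromosomes 21 and 22 there were 26 CTCF peaks, 25 of them on chromosome 21. Of the 26 peaks, 24 were lost and 0 gained. The median log2 fold change of the 26 was -1.47, against 0.021 in random peaks matched on mean count (permutation p = 2.0e-04, the smallest the draws can give). Since these genes are repeated, the peaks may not be independent, while the permutation p and the bootstrap interval treat them as if they were. Removal of the GC trend left a median of -1.24 (bootstrap interval -1.47 to -0.86), which argues against GC content as the cause. Whether every senescent library held fewer reads from ribosomal DNA cannot be told apart from a loss of CTCF, because 0 H3K27ac peaks lay in these windows, and the deposited values do not show how reads from repeated copies were placed.

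H3K27ac was raised on chromosome 19, where the median log2 fold change was 0.15 over 1494 peaks. The difference from the other chromosomes was 0.15. CTCF peaks there, with the GC trend removed, differed by -0.044 (bootstrap interval -0.062 to -0.023), which argues against extra copies of the chromosome. Zinc finger gene promoters, with a median of 0.23, did not carry it alone, since the other 1277 peaks had a median of 0.13 (0.11 to 0.15). A regional rise of H3K27ac is a hypothesis that these tables leave open.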
